# AP1 transcription factors are required to maintain the peripheral taste system

**DOI:** 10.1038/cddis.2016.343

**Published:** 2016-10-27

**Authors:** Jayasha Shandilya, Yankun Gao, Tapan K Nayak, Stefan G E Roberts, Kathryn F Medler

## Abstract

The sense of taste is used by organisms to achieve the optimal nutritional requirement and avoid potentially toxic compounds. In the oral cavity, taste receptor cells are grouped together in taste buds that are present in specialized taste papillae in the tongue. Taste receptor cells are the cells that detect chemicals in potential food items and transmit that information to gustatory nerves that convey the taste information to the brain. As taste cells are in contact with the external environment, they can be damaged and are routinely replaced throughout an organism's lifetime to maintain functionality. However, this taste cell turnover loses efficiency over time resulting in a reduction in taste ability. Currently, very little is known about the mechanisms that regulate the renewal and maintenance of taste cells. We therefore performed RNA-sequencing analysis on isolated taste cells from 2 and 6-month-old mice to determine how alterations in the taste cell-transcriptome regulate taste cell maintenance and function in adults. We found that the activator protein-1 (AP1) transcription factors (c-Fos, Fosb and c-Jun) and genes associated with this pathway were significantly downregulated in taste cells by 6 months and further declined at 12 months. We generated conditional c-Fos-knockout mice to target K14-expressing cells, including differentiating taste cells. c-Fos deletion caused a severe perturbation in taste bud structure and resulted in a significant reduction in the taste bud size. c-Fos deletion also affected taste cell turnover as evident by a decrease in proliferative marker, and upregulation of the apoptotic marker cleaved-PARP. Thus, AP1 factors are important regulators of adult taste cell renewal and their downregulation negatively impacts taste maintenance.

The sense of taste is used to identify food items for consumption while avoiding potentially toxic compounds. To maintain functionality, the peripheral taste cells located in the oral cavity are continuously replaced throughout an organism's lifetime. If this renewal process is damaged, the ability to taste is impaired which negatively affects appetite and can lead to malnutrition. The efficiency of the taste cell renewal process decreases with age and can be disrupted by disease, radiation or chemotherapy which all results in taste loss or dysfunction.^1, 2, 3^ Studies using genetic lineage tracing methods have identified populations of progenitor/stem cells for taste buds, but how these cells repopulate taste buds is not well understood.^4^ Very few regulatory factors of taste cell proliferation or differentiation have been identified. Sonic hedgehog (Shh) and Wnt/β-catenin signaling pathways have been shown to have an important role in adult taste cell renewal^5, 6^ and β-catenin activity in the taste buds of 6-month-old mice was significantly lower when compared with activity levels in 10-week-old mice.^6^ Wnt/β-catenin signaling has a well-established role in cell proliferation and differentiation in embryonic taste epithelium^7^ and their role in taste cell turnover may be reminiscent of their function during development. However, the underlying mechanisms affected by Wnt signaling in adult taste cells are unclear. In general, there is very little information about the specific factors and pathways that are required to maintain adult taste cell function.

In this study, we have used an unbiased approach of sequencing messenger RNA (mRNA) isolated from taste receptor cells of the circumvallate (CV)/foliate (Fol) taste papillae to identify factors with a potential role in taste cell maintenance. We determined that the expression of the activator protein-1 (AP1) family of transcription factors (c-Fos, c-Jun and Fosb) significantly decreased in the 6 month taste cells compared with the 2 month taste cells. c-Fos couples with members of the Jun family to form AP1 transcription activator proteins which have roles in cell differentiation, proliferation and death.^8, 9, 10^ c-Fos is also a well-established early response gene that transduces short-term stimuli into long-term responses within a cell. In this role, the expression of c-Fos is transient and is a response to external stimuli.^11, 12^ c-Fos is required for normal development^11, 13^ and is involved in programmed cell death, though this role appears to vary by cell type.^14, 15^ All of these known roles of c-Fos indicate that it could have an important role in the renewal process of the peripheral taste cells. Using a conditional c-Fos knockout mouse, we found that selectively knocking out c-Fos expression in taste buds caused a degeneration of their structure due to a reduction in both cell proliferation and an increase in apoptosis. Our data identify a new role for c-Fos as a critical regulator of cell maintenance which is unique from its previously identified roles in other cell types.

## Results

### Global mRNA expression changes between 2 and 6-month-old mouse taste cells

Our current understanding of the processes that regulate taste cell renewal is limited by the lack of a comprehensive analysis of the genome-wide transcriptional changes that occur in the taste cells during the mouse lifespan. To identify the crucial factors involved in regulating taste cell renewal, we sought to use an unbiased approach of sequencing mRNA isolated from taste receptor cells of the CV/Fol taste papillae. As the taste cell renewal process declines with age,^16, 17^ we chose to identify the differences in gene expression levels between the taste cells of 2 and 6-month-old mice. By focusing on these age groups, we could identify factors that are affected in the taste cell renewal process before the consequences of aging are profound.^17, 18, 19, 20, 21^

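Taste cells of the circumvallate (CV) and foliate (Fol) papillae, the taste bud fields at the back and sides of the mouse tongue, were freed by enzyme treatment of the lingual epithelium. Cells of 4 mice were pooled for each of 3 libraries at 2 months of age, and cells of 3 mice for each of 3 libraries at 6 months. The sample labels give 2 and 6 months, and the design text of the deposited series names 3 and 6 months in one place. The authors mapped the reads to GRCm38/mm10 with TopHat, quantified RefSeq genes with Cufflinks and compared the ages with Cuffdiff. The table they deposited holds 23361 genes, each with 1 FPKM value (fragments mapped to a gene, scaled by transcript length and by the number of mapped reads) for each age and an unadjusted p-value. Values of the single libraries were not used here, so no SD is given for any gene, and the spread between the pools enters only through the authors' p-values. Sequencing depth cannot be read from FPKM and is unknown here. Changes were computed as log2(FPKM + 1) at 6 months minus the same value at 2 months, which understates the change of weakly expressed genes. The p-values were adjusted by the Benjamini-Hochberg method over the 12542 genes that had a mean of at least 1 FPKM and a p-value under 1, since Cuffdiff gives a p-value of 1 to genes it does not test. An adjusted p-value under 0.05 was the threshold. Leaving out the genes with a p-value of 1 was decided after the counts under either treatment had been seen.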

We performed a genome-wide transcriptome analysis through RNA-sequencing of CV/Fol taste cells isolated from C57Bl/6 mice belonging to different age groups (2 and 6 months). Isolated taste cells were collected from multiple mice and pooled together. Each replicate had taste cells isolated from 3–4 mice. Three such pooled experimental replicates were used for the RNA analysis. This provided sufficient RNA that no amplification of the mRNA was needed which reduces any potential bias that occurs due to an RNA amplification step. Figure 1a depicts the workflow of RNA-sequencing analysis performed to study the differential gene expression pattern of 2 and 6 month CV/Fol taste cells. Before sequencing, the quality of RNA was evaluated using a Bioanalyzer profile to ensure degradation had not occurred. The raw RNA-sequencing data were analyzed using the Tuxedo protocol (TopHat, Cufflinks and Cuffdiff) followed by visualization using CummeRbund. 

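Over all 23361 genes of the authors' deposited table, the median was 1.74 FPKM at 2 months and 1.72 FPKM at 6 months. The upper quartile was 13.5 FPKM at 2 months and 13.3 FPKM at 6 months, and the lower quartile was 0.0191 and 0.0170 FPKM. The table lists 4483 genes at 0 FPKM in both ages. These are the values of the age groups, and the box-plots of single replicates were not analysed here.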

The RNA-seq read counts (FPKM) at the gene and the replicate genes level between 2 and 6-month-old mice CV/Fol taste cells were plotted as box-plots and show the normalized expression values (Figures 1b and c). These data demonstrates that the samples were comparable in their overall variability which increases our confidence that the differences detected were not due to skewed data. 

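Among the 12652 genes with a mean of at least 1 FPKM, the median log2 change from 2 to 6 months was -0.01, with quartiles of -0.10 and 0.08. Scaling the 6 month values by 1.03, which gives both ages the same upper quartile, moved this median to 0.03.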

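Among genes with a mean of at least 1 FPKM, the lower quartile, median and upper quartile were 4.66, 11.8 and 29.1 FPKM in 2 month taste cells. The corresponding values were 4.58, 11.7 and 28.2 FPKM in 6 month taste cells. The 769 microRNA and small nucleolar RNA genes of the table held 8.72% of the summed FPKM at 2 months and 10.9% at 6 months. FPKM is scaled by transcript length, so for such short RNAs these are not shares of the reads. Of 79 genes at 0 in one age and over 2 FPKM in the other, 76 were of this kind. The difference between the ages is therefore uncertain.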

A density plot evaluates the quality of normalized distributions of FPKM scores across the analyzed samples which also show no difference in the distributions of the data sets (Figure 1d). The quality of RNA-sequencing data was further evaluated to assess the cross-replicate variability by measuring the variance of genes in 2 and 6-month-old mice taste samples (Figure 1e) and to rule out any bias due to over-dispersion for the two data sets (Figure 1f). As the data sets are comparable, we know that the differences that have been detected are not due to inherent biases in the data set but are due to changes in the expression patterns between the two samples. 

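The 2 ages had a Pearson correlation of 0.980 on the log2(FPKM + 1) scale across the 12542 genes tested, which are not independent replicates. On that scale, a change of at least 2-fold was seen for 133 of these genes, or 1.06%, and 62 of the 133 did not pass the threshold of an adjusted p-value under 0.05. The p-values of the authors' deposited table were under 0.05 for 670 of the 13620 genes tested without a filter on expression, where an even spread of p-values gives 681. Under 0.001 there were 170 genes, where an even spread gives 13.6. A p-value above 0.5 was seen for 61.0% of the genes tested without the filter. The p-values were thus not evenly spread, and these comparisons are rough. The smallest p-value in the authors' deposited table was 5e-05, and it was shared by 109 genes, so those genes cannot be ranked by p-value.

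**Figure D1:**
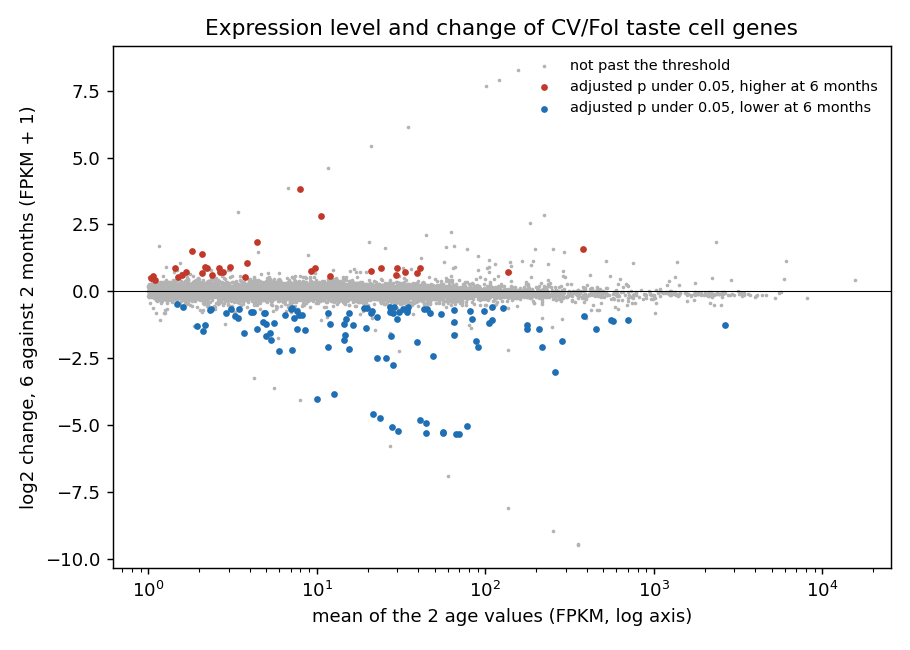
Each point is 1 of 12542 genes, with the mean of the 2 age values on the horizontal axis (FPKM, log axis) and the log2 change of FPKM + 1 from 2 to 6 months on the vertical axis. Red points are the 34 genes past the threshold that were higher at 6 months and blue points the 109 that were lower, while grey points did not pass it.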

The scatter plot (Figure 1g) and the volcano plot (Figure 1h) identifies the global changes and trends in gene expression between 2 and 6-month-old mice taste samples. The data points displayed in red are significantly differentially expressed genes.

This approach identified 152 genes (of ~23 000 genes analyzed), with expression profiles significantly different between the 2 and 6 month samples. These differences are depicted in the heat map analysis (Figure 2a). 

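After Benjamini-Hochberg adjustment of the authors' p-values, 143 of the 12542 genes with a mean of at least 1 FPKM had an adjusted p-value under 0.05. Without the filter on expression, 153 of 13620 genes passed, among them all of the 143. Keeping the genes with a p-value of 1 in the unfiltered adjustment gave 132 genes, a treatment tried after the data had been seen. Requiring a change of at least 2-fold on the log2(FPKM + 1) scale moved the count most, to 71 genes. The largest p-value that passed was 0.00055 in the authors' deposited table.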

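Of the gene names read from the heat map, 152 are in the authors' deposited table, with Sbpl taken for the printed Sbp1. All 37 names of the upper block had a higher value at 6 months, and all 115 names of the lower block had a lower value. An adjusted p-value under 0.05 was reached by 142 of the 152 genes among those with a mean of at least 1 FPKM. The other 10 had a mean under 1 FPKM. Since these names are the authors' own calls on the same libraries, the match gives no separate check of them.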

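Of the 143 genes past the threshold, 109 (76.2%) had a lower value at 6 months and 34 a higher value. The share of lower genes was 86.4% when a mean of at least 5 FPKM was required. The median log2 change was -1.15 among the lower genes and 0.75 among the higher genes. The 5 largest falls were those of the late cornified envelope genes Lce1b, Lce1a2, Lce1i, Lce1f and Lce1d, with log2 changes of -5.34, -5.34, -5.29, -5.28 and -5.27. These genes are near-identical copies on chromosome 3, and reads can be split between them, so their separate values are uncertain. The largest rise was that of Idi2, from 0.170 to 15.7 FPKM, a log2 change of 3.84. Scgb1a1 followed with 2.83, Sprr2k with 1.83, and Ada with 1.60, and Slc7a8 went from 0.470 to 3.16 FPKM. Sprr2k also belongs to a family of similar copies.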

Although the majority of the altered genes had reduced expression by 6 months, some genes were significantly upregulated (Figure 2b). 

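A list of known taste genes, drawn up before the data were examined, had 27 members in the authors' deposited table, and all of them had values above 0 FPKM. A value of at least 1 FPKM in both ages was reached by 25 of the 27, and the highest was 234 FPKM. Gnat3, the taste G protein gustducin, had 84.7 FPKM at 2 months and 79.9 FPKM at 6 months. Tas1r1 and Tas1r2, which encode receptor subunits for umami and sweet taste, had 2.70 and 9.67 FPKM at 2 months and 2.90 and 11.5 FPKM at 6 months. All 35 bitter receptor genes (Tas2r) were above 0 in both ages, and 30 had a mean of at least 1 FPKM. Of 1117 olfactory receptor genes, 1055 (94.4%) were listed at 0 in both ages and 62 had some signal. A mean of at least 0.1 FPKM was reached by 11 and at least 1 FPKM by 5 of them. The highest were Olfr856-ps1, a pseudogene on chromosome 9 with 14.2 and 13.3 FPKM, and Olfr613 on chromosome 7, with 7.91 FPKM at 2 months and 7.28 FPKM at 6 months. The GRCm38 annotation lists no gene overlapping either of these 2, nor Olfr901 or Olfr461. The pseudogene Olfr1372-ps1, with 2.05 FPKM at 2 months and 2.01 FPKM at 6 months, overlaps the gene Gm26551. Gnat3, Tas1r1, Tas1r2 and these olfactory receptor genes were picked out after their values had been seen.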

Transcripts of all the known taste specific genes were detected while olfactory receptors were absent, confirming a taste specific transcription readout. Potential candidate genes were analyzed for the associated gene ontology which gave us insight on their roles in the regulation of adult taste function (Figure 2c). The gene ontology categorized the differentially expressed genes based on their known roles in other cell types. Most of the genes affected are involved in routine cell functions such as binding to calcium, RNA or protein, as well multiple enzymes and their regulators. Although these genes are needed for taste cell function, it is unlikely that they are the regulatory factors that control the processes involved in taste cell maintenance.

Quite unexpectedly, the AP1 transcription factors c-Fos, c-Jun and Fosb were significantly downregulated in the 6 month sample. 

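The gene of c-Fos, Fos, lies on chromosome 12 of GRCm38 from 85473890 to 85477273 and has 4 exons. Its value in the authors' deposited table was 139.7 FPKM at 2 months and 37.5 FPKM at 6 months, a log2 change of -1.87. Jun, a gene of 1 exon on chromosome 4 from 95049034 to 95052222, went from 90.3 to 40.1 FPKM, a log2 change of -1.15. Fosb, on chromosome 7 from 19302696 to 19310051, went from 13.0 to 4.14 FPKM, a log2 change of -1.44. The p-value of each of the 3 genes in the authors' deposited table was 5e-05, and the Benjamini-Hochberg adjusted p-value was 0.00609. The pseudocount of 0.1 moved Fosb most, to -1.62. With the same upper quartile for both ages, the log2 change was -1.83 for Fos and -1.11 for Jun. Over a list of immediate early genes, the class that is transcribed within minutes of a stimulus and to which these genes belong, 24 of the 26 genes with a mean of at least 1 FPKM were lower at 6 months, with a median log2 change of -0.40. Of 10000 random lists matched on expression, 0 had a median as low, which describes these libraries only. Of the listed genes, 9 passed the threshold over all genes. Adjusted over the list alone, 13 of the 28 genes tested without the filter on expression passed. Immediate early genes also respond to dissociation, and the pools differed in size between the ages, so a difference in handling cannot be excluded. The paper did not use this list of immediate early genes. From the fall of c-Fos, c-Jun and Fosb, the network and the 12 month samples, it proposes a potential role for AP1 factors in maintaining the peripheral taste system.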

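The genes joined to Fos and Jun in the network were compared with the authors' deposited table. Of the 17 genes drawn in Figure 2d, 16 passed the threshold in the direction drawn. The network was drawn from the authors' comparison of the same libraries, so this count gives no separate check. Egr1, on chromosome 18 from 34859823 to 34864984, fell from 100.1 to 31.1 FPKM, a log2 change of -1.65, with an adjusted p-value of 0.00609 by the Benjamini-Hochberg method. Atf3 had a log2 change of -1.22, Cyr61 of -0.99 and Ier3 of -0.60. The 4 genes drawn as higher at 6 months were Fabp4, with a log2 change of 1.41, Serpinb3c with 0.74, Hspa1a with 0.70 and Hspg2 with 0.54. Fabp4 was at 0.692 FPKM at 2 months, and Hspa1a has a near-identical copy, Hspa1b, with which reads can be shared. Klkb1 had 0.0116 FPKM at 2 months and 0.0126 FPKM at 6 months, and its p-value in the authors' deposited table was 1. On the log2(FPKM + 1) scale, 7 of the genes reached a change of at least 2-fold, and Cyr61, which went from 4.85 to 1.94 FPKM, fell just short on that scale.

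**Figure D2:**
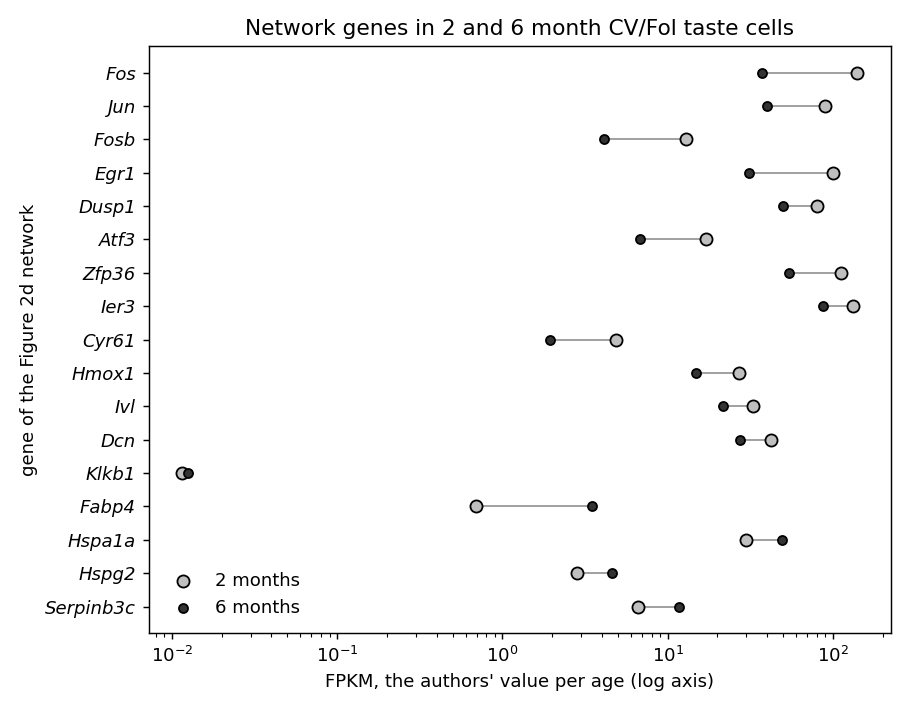
Values of the network genes in CV/Fol taste cells, with FPKM on a log axis. Light points are the authors' value at 2 months and dark points that at 6 months, and the dark point lies to the left for 12 genes and to the right for the 4 genes drawn as higher, while Klkb1 is near 0.01 FPKM at both ages.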

String network analysis of the RNA-seq data identified several differentially regulated genes that are associated with c-Fos and c-Jun and suggests a potential relationship in taste cells (Figure 2d). Analysis of c-Fos expression in taste cells from 12-month-old mice found a further reduction in the mRNA expression levels with age (Figure 2e) while the levels of another candidate gene Egr1 (ref. 22) and c-Jun did not show a further change between the 6 and 12 month samples, though there is a significant reduction between 2 and 12 month samples for all three genes. Thus c-Fos is consistently and selectively downregulated in the taste buds of older mice. Taken together, these data suggest a potential role for the AP1 transcription factors in the maintenance of the peripheral taste system.

### AP1 transcription factors are downregulated in CV/Fol taste cells from 6-month-old mice

We validated the differences in the expression of c-Fos, c-Jun and other selected candidate genes from the RNA-sequencing data set using qRT-PCR and found a strong correlation with the RNA-sequencing results. We evaluated the taste receptor gene (Tas1r3) expression as a taste specific control and found it was unchanged. As a negative control, we confirmed that olfactory-specific gene (Olfr1) is not expressed in taste cells (Figure 3a). We also selected several genes to further validate their RNA-seq differential expression pattern. Genes having enzymatic activity such as Lipf (lipase F), Lyg1 (Lysozyme G-Like 1), Slpi (secretory leukocyte protease inhibitor) and Dusp1 (Dual specificity protein phosphatase 1) were tested along with Zfp36 (zinc finger protein 36 homolog) which has a role in inflammatory responses. Out of these genes, Dusp1 is an immediate early gene like the AP1 factors c-Fos and c-Jun.^23^ The RNA-sequencing and subsequent qRT-PCR analyses found these genes to be significantly downregulated in 6-month-old taste cells (Figure 3b).

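On the RNA-sequencing side, Lipf had 83.7 FPKM at 2 months and 14.7 FPKM at 6 months, a log2 change of -2.43. Lipf is also on a list of salivary gland genes, which had a median log2 change of -0.58 over 11 genes. Its fall can therefore not be assigned to taste cells from these values. Lyg1 went from 42.1 to 12.6 FPKM and Slpi from 957.5 to 454.2 FPKM, log2 changes of -1.66 and -1.07. The p-value of Lipf, Lyg1 and Slpi in the authors' deposited table was 5e-05. Zfp36 went from 112.8 to 54.6 FPKM, a log2 change of -1.03 with the same p-value. Dusp1 had the smallest change of the 5 genes, from 80.4 to 49.7 FPKM, a log2 change of -0.68, with a p-value of 0.0002 in the authors' deposited table and an adjusted p-value of 0.0207 by the Benjamini-Hochberg method. Together with Fos, Jun and Egr1, all 8 genes measured by qRT-PCR as candidates were lower at 6 months and past the threshold, also with the list alone adjusted. The paper selected these candidates from the same libraries, so passing here was given in advance and is no separate check. Tas1r3 was at 10.3 and 14.6 FPKM, with a p-value of 0.263 in the authors' deposited table, and Olfr1 was listed at 0 in both ages. The qRT-PCR values were not analysed here.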

Immunohistochemical analysis of the CV papillae found that the protein expression of both c-Fos and c-Jun was reduced in the 6-month-old mice compared with the 2-month-old mice. However, the level of acetylated histone H3 (a marker of transcriptionally active chromatin) was similar in both the age groups suggesting that transcriptional activity is not different between 2 and 6-month-old taste cells (Figure 3c). Taste buds contain three major types of taste cells that can be differentiated based on the expression of specific markers.^24, 25, 26^ Immunohistochemical analysis of the CV papillae revealed that c-Fos and c-Jun are widely expressed and have overlapping expression with the type I marker, NTPDase (Figures 3d and e). Very little overlap with Type II cells (assessed using TRPM5-GFP expression, c-Fos: 10% overlap, c-Jun:16%) and almost no overlap with the type III marker (assessed using GAD-GFP expression, c-Fos: 5% overlap, c-Jun: 5% overlap) was found. These data indicate that the AP1 transcription factors are mostly expressed in type I cells. Due to the anatomy of some type I cells and their tendency to wrap around other cell types, the small overlap we measured for c-Fos and c-Jun could be attributed to the type I cells orientation with the type II and type III cells. We cannot rule out that a small percentage of types II and III cells do express c-Fos or c-Jun but it does not appear to be a significant portion of these taste cells. Interestingly, we observed that c-Fos and c-Jun have a diffused localization in the taste bud cells (both nuclear and cytoplasmic). It is possible that these AP1 factors have some distinct non-transcriptional roles in mature taste cells as has been shown in other tissues.^27, 28^

### c-Fos knockout alters taste bud structure

Based on the known functions of AP1 transcription factors in cell growth,^8^ we predicted that the reduced protein expression of c-Fos and c-Jun affects the taste cell renewal process. As c-Fos and c-Jun work together, we generated a conditional knockout mouse of c-Fos gene using an inducible Cre-lox system. Tamoxifen-inducible Cre-Keratin 14 (Cre-K14) expresses predominantly in lingual epithelium and regenerating taste cells and has been successfully used to knockout genes of interest in taste buds.^29, 30^ The mice were analyzed for c-Fos expression in both wild type (WT) and c-Fos-KO mice 7 and 14 days after the final tamoxifen injection. Immunofluorescence analysis of c-Fos-KO mice showed drastically reduced c-Fos expression compared with WT mice after 7 and 14 days (Figure 4a). c-Fos was lower but not absent in the c-Fos KO tongues, which is consistent with the findings of Okubo *et al.*^29^ that the K14CreER lineage tagging results in mosaic labeling, and thus with incomplete deletion of c-Fos.

Even with some residual c-Fos expression in the CV papillae, the loss of c-Fos had a substantial effect on the structure of the CV papillae. Compared with WT mice, the size of the individual CV taste buds were significantly reduced in the c-Fos-KO mice (Figure 4b, compare the length of yellow arrows) and the structure of the CV papillae began to break down. The differences in the taste bud size between WT and c-Fos-KO mice were quantitated (*n*=5 mice each) using all the taste buds from a single optical section located in the middle of the CV papillae. These data are plotted as a distribution histogram and reveal a significant reduction in the size of the taste buds from c-Fos-KO mice (Figure 4c). Cell counting of the number of taste receptor cells/bud in the c-Fos-KO mice compared with the WT revealed a small but significant decrease in the number of taste cells/bud in the c-Fos-KO mice, 14 days after treatment (*n*=14 buds for WT and 15 buds for KO, *P*<0.01, Figure 4d). Cell counting of taste receptor cells/bud 7 days after treatment revealed no significant difference in the number of taste cells/bud (*n*=11 for WT and 11 for KO, *P*=0.447). Thus, AP1 transcription factors are required to maintain normal taste bud structure and when c-Fos expression is lost, the peripheral taste structures begin to break down.

### c-Fos regulates taste cell turnover

Using qPCR, we evaluated the mRNA levels of c-Fos after the mice were treated with tamoxifen. We found significantly reduced but not abolished c-Fos mRNA in taste cells after the tamoxifen treatment (Figure 5a). Based on our immunohistochemical analysis (Figure 4a), most of the c-Fos protein expression is gone, but some residual protein may remain. However, this low level of c-Fos was not sufficient to maintain the taste cells in their normal configuration. We measured the mRNA levels of several genes found in the string network with c-Fos in the c-Fos-KO mouse. These include Hmox1 (heme oxygenase 1), Ivl (Involucrin), Dusp14 (Dual Specificity Phosphatase 14) and Dcn (Decorin) which are known to be involved in a diverse array of cellular processes and reported to be modulated by c-Fos.^31, 32, 33, 34^ Analysis of the mRNA levels for these target genes found no reduction in their expression after loss of c-Fos even though their levels were reduced in the RNA-sequencing analysis. These data suggest that the low levels of c-Fos that remain after knock down are sufficient to maintain the normal expression levels of these genes or their expression levels are not directly dependent on c-Fos activity. It is also possible that the cells have compensatory mechanisms to maintain their expression when c-Fos is lost. 

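In the RNA-sequencing data of wild-type taste cells, Hmox1 went from 27.0 FPKM at 2 months to 14.9 FPKM at 6 months, a log2 change of -0.82. Dusp14 went from 43.8 to 24.9 FPKM, a log2 change of -0.79. The p-value of Hmox1 and Dusp14 in the authors' deposited table was 5e-05. Dcn went from 42.0 to 27.3 FPKM, a log2 change of -0.60 with an adjusted p-value of 0.0299 by the Benjamini-Hochberg method. Ivl, which lies on chromosome 3 from 92570902 to 92573735, went from 32.9 to 21.5 FPKM, a log2 change of -0.59 with an adjusted p-value of 0.0374 by the same method. At the stricter threshold of 0.01, Dcn and Ivl did not pass. Dcn was also the lowest member of a list of fibroblast genes, which had a median log2 change of -0.33 over 5 genes. Whether the fall of Dcn arose in taste cells or in underlying tissue was not tested. The mRNA levels in the c-Fos-KO mice were not analysed here.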

Further experiments will be needed to determine which of these hypotheses are correct.

The altered morphology of the taste buds suggests that c-Fos plays a critical role in taste cell renewal, taste cell death or both processes. To explore the effect of c-Fos deletion on taste bud differentiation, we compared the expression levels of Keratin 8 (Krt8) in WT and c-Fos-KO mice taste cells. Krt8 is a differentiation marker expressed in taste cells that have been terminally differentiated.^35^ The level of Krt8 was significantly reduced in the c-Fos-KO taste cells suggesting that cell differentiation is impaired when c-Fos expression is reduced (Figure 5a). We also analyzed cell proliferation by measuring the expression levels of the proliferation marker Ki67 (ref. 36) in WT and c-Fos-KO taste cells (Figure 5a). Loss of c-Fos resulted in a significant reduction of Ki67 expression.

Studies have shown that c-Fos is also an important regulator of cell survival.^37, 38^ To determine if taste cell survival is affected by the loss of c-Fos, we analyzed the apoptosis levels in taste cells. Poly (ADP-ribose) polymerase-1 (PARP-1) is one of the cellular substrates of caspases and the cleavage of PARP-1 is considered an important early marker of apoptosis.^39, 40^ Using an Anti-PARP p85 Fragment antibody that has been shown to be a reliable immunohistochemical marker for the specific detection of apoptotic cells,^41, 42^ we found that the level of apoptosis significantly increased in the c-Fos-KO taste cells compared with WT (as indicated by higher cleaved-PARP intensity in Figure 5b). Thus c-Fos acts to prevent taste cell death as well as to promote taste cell renewal.

Interestingly, the mRNA expression of different taste cell type markers did not change after c-Fos was removed within the time points tested (Figure 5c). 

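Among 7 taste cell markers, Slc1a3 and Entpd2 of type I cells, Tas1r3, Trpm5 and Plcb2 of type II cells and Snap25 and Gad1 of type III cells, 0 passed the threshold in the RNA-sequencing data, and 1 had an unadjusted p-value under 0.05. That gene was Gad1, with 1.41 FPKM at 2 months and 2.04 FPKM at 6 months and a p-value of 0.0293 in the authors' deposited table, or 0.819 after Benjamini-Hochberg adjustment. Entpd2 was at 66.1 and 57.7 FPKM, Trpm5 at 29.1 and 27.7 FPKM, Plcb2 at 53.3 and 55.1 FPKM and Snap25 at 7.78 and 8.71 FPKM. Slc1a3 was at 0.710 and 0.988 FPKM, under the filter of 1 FPKM. The largest log2 change of the markers was 0.47, for Tas1r3. Of the 27 known taste genes, 0 passed and 2 had an unadjusted p-value under 0.05. A lack of significance does not show equal expression, and with 3 pools per age the smallest change that passed the threshold among all genes was a log2 change of 0.44. Of the 133 tested genes with a change of at least 2-fold, 62 did not pass. Without values of single libraries, it cannot be said how many of these 62 were real changes.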

The expression levels of the taste cell markers were also unchanged in our RNA-sequencing data set. Protein expression levels of another type II taste cell marker, PLCβ2, also did not change in the c-Fos-KO mice compared with controls (37% expression in WT, 39% expression in KO, *P*>0.05). Thus, while the terminal differentiation of taste cells may be affected in c-Fos KO mice (as seen by the reduction in Krt8 expression), the cell type markers that we tested were not reduced within the timeframe of these experiments. While surprising, these data do agree with the findings of Gaillard and Barlow^6^ that showed comparable levels of cell type markers in young (2 mo) and older (6 mo) old mice, even while Wnt signaling was significantly reduced. Clearly, the cellular processes controlling taste cell function are complex and further studies will be needed to connect the signaling pathways that control taste cell maintenance with the expression of taste-specific genes.

## Discussion

Although it is clear that taste cell renewal has significant effects on taste function, the precise molecular pathways and factors that regulate this crucial taste cell property are poorly understood. An earlier study found that taste bud size and taste cell density decreases in humans with age but the molecular mechanisms involved were not identified.^43^ Our RNA-sequencing analysis has provided a global picture of taste-specific gene expression changes that occur within a span of a few months in adult mice. We found significant differences in the expression of multiple genes (~152) in the peripheral taste receptor cells of 6-month-old mice compared with young adult (2 month old) mice. Most of these genes have roles in the normal function of taste cells and are unlikely to be involved in the processes that control taste cell turnover and renewal. However, our bioinformatics analyses identified several candidate factors that have the potential to affect taste cell renewal. The most striking of these candidates were the AP1 transcription factors, c-Fos and c-Jun whose expression consistently and progressively decreased from 2 to 12-month-old mice taste buds. Indeed, c-Fos and c-Jun are central to a network of genes that are differentially expressed from 2 to 6 month mice taste cells (Figure 2) through their function as transcriptional regulators. Taken together, these data support the idea that the AP1 transcription factors and their associated genes are important for the maintenance of the peripheral taste system.

The Wnt/β-catenin signaling pathway has been shown to regulate adult taste cell renewal^6^ and β-catenin activity is significantly reduced in the taste buds by 6 months. Several studies have shown an association between AP1 and β-catenin in the regulation of diverse gene targets in other tissues. In these instances, AP1 factors are downstream targets of the Wnt/β-catenin pathway.^44, 45^ It is possible that AP1 factors co-operate with the Wnt/β-catenin signaling pathway in co-regulating the taste cell renewal process or are downstream targets for this pathway.

c-Fos has been used as an activity indicator in taste cells in the context of inflammation signaling^46, 47^ and it is commonly used as an activity indicator in neurons.^22^ Indeed, c-Fos is widely used as an activity indicator in many studies measuring taste induced activity in the central taste system.^48, 49, 50^ A spike in c-Fos immunoreactivity in the central amygdala and insular cortex regions of brain was observed during taste aversion conditioning and on introduction of novel tastants.^51^ Other work reported that c-Fos KO animals have deficits in the normal long-term learning and memory that is normally associated with aversive taste learning.^52^ To our knowledge, however, the role of c-Fos in taste receptor cells has not previously been evaluated. Our data suggest that c-Fos is much more than an activity indicator in peripheral taste cells.

Our data reveal that a significant reduction in c-Fos causes a loss in the structural integrity of taste buds and accelerates the deterioration of taste papillae structure. Further analysis of our RNA-sequence data set found that the pathways required for general epidermal differentiation and cornification are also downregulated in the 6 month samples. These genes are responsible for maintaining the normal epidermal surface which includes taste buds. 

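A list of cornification genes was drawn up before the data were examined, to follow the paper's statement on this pathway from the same libraries. It had 62 members with a mean of at least 1 FPKM. Of these, 52 were lower at 6 months, and the median log2 change was -1.03. Of 10000 random lists matched on expression, 0 had a median as low, which describes these libraries only. The threshold was passed by 35 genes of the list over all genes, 34 of them lower. Adjusted over the list alone, it was passed by 42 of the 63 genes tested without the filter on expression. The 12 expressed Lce1 genes had a median of -5.14, the 6 Lce3 genes -1.32 and the 11 Sprr genes -1.01. Reads can be split between the similar members of a family, so these values are not independent of each other. Without the Lce1 genes, the median of the list was -0.58. In the epidermal differentiation complex, which spans 92080271 to 93471980 on chromosome 3 of GRCm38 by the listed genes, 28 of 39 tested genes were lower and past the threshold and 1, Sprr2k, was higher. Outside it, Krt10 went from 149.7 to 70.5 FPKM, a log2 change of -1.08, chosen here after its values had been seen.

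**Figure D3:**
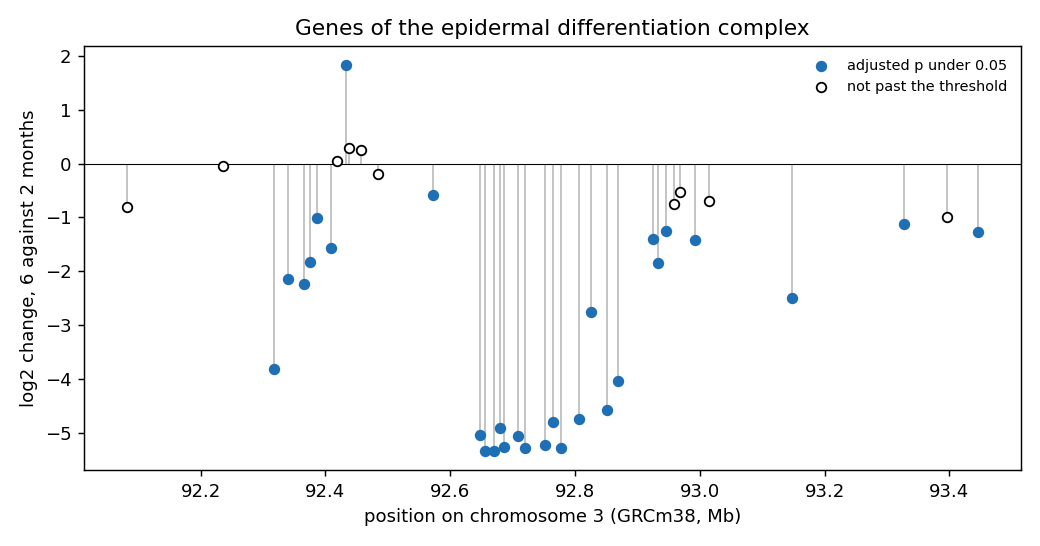
Each point is 1 of the 39 tested genes of the epidermal differentiation complex, placed by its position on chromosome 3 (GRCm38, Mb) and its log2 change from 2 to 6 months. Filled points passed an adjusted p-value under 0.05, and the Lce1 genes form the low block with a median of -5.14.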

Break down in the epidermal surface causes an increase susceptibility to infections and an upregulation in inflammatory cytokines.^53^ Analyses of the co-expression of c-Fos and c-Jun with taste cell markers reveal that these two proteins are primarily, even perhaps exclusively, expressed in type I cells. Thus the loss of taste cells that occurs in the c-Fos KO mice 14 days after tamoxifen activation are likely to be primarily type I cells. Indeed, we found no loss of type II cells in the c-Fos KO mice compared with controls.

Type I taste cells comprise ~50% of a taste bud and have properties similar to glial cells in the nervous system. These taste cells can wrap around other taste cell types and express proteins involved in the deactivation and reuptake of neurotransmitters from the surrounding milieu.^54, 55, 56^ These characteristics have supported the hypothesis that type I cells function primarily to support the other transducing taste cells. However, another study determined that type I cells express amiloride sensitive sodium channels which are involved in salt transduction^57^ suggesting that the type I taste cells likely also transduce salt stimuli. Our data reveal that the AP1 factors are expressed primarily in the type I cells and appear to be important for the functional integrity of the taste cells and its surrounding epithelium. These findings agree with the idea that type I cells primarily function to maintain the functional integrity of the taste bud.

Our data has identified a critical role for c-Fos in the routine maintenance of taste cells, and this role may be common to multiple systems. The results reveal that c-Fos is required to maintain the structural integrity of taste buds by affecting both taste cell renewal and apoptosis. In conclusion, our data have identified a new role for AP1 transcription factors in taste cell maintenance and provides new insights into the current understanding of the molecular basis of the taste cell renewal.

## Materials and Methods

### Taste cell isolation

Animals were cared for in compliance with the University at Buffalo Animal Care and Use Committee (IACUC). For generating knockouts, we used the following mouse lines: Tg(KRT14-cre/ERT)20Efu/J, stock no: 005107 and B6;129-Fos^tm1Mxu^/Mmjax, stock no: 024767, The Jackson Laboratory. Isolated taste receptor cells were collected from adult mice (at ages 2, 6 or 12 months) following previously described procedures.^58, 59, 60, 61, 62, 63, 64, 65^ Taste buds were harvested from CV and Fol papillae of C57BL/6 mice (*n*=3 mice per sample for older mice, 4 mice per sample for 2 mo mice). Mice were killed with CO_2_ and cervical dislocation. Tongues were removed and then injected under the lingual epithelium with 100 *μ*l of an enzymatic solution containing 0.7 mg of collagenase B (Roche, Indianapolis, IN, USA), 3 mg of dispase II (Roche), and 1 mg of trypsin inhibitor (Sigma, St. Louis, MO, USA) per milliliter of Tyrode's solution (140 mM NaCl, 5 mM KCl, 1 mM MgCl_2_, 3 mM CaCl_2_, 10 mM Hepes, 10 mM glucose, and 1 mM pyruvic acid, pH 7.4). Tongues were incubated with oxygenated Tyrode's solution for 20 min before the epithelial layer was peeled off and incubated in Ca^2+^ free Tyrode's solution (140 mM NaCl, 5 mM KCl, 10 mM Hepes, 2 mM BAPTA, 10 mM glucose and 1 mM pyruvic acid, adjusted to pH 7.4) for 30 min. The tissue was put back into Tyrode's and Fol/CV taste cells were harvested with a capillary pipette using gentle suction. All the taste cells from each Fol and CV papillae were collected into Tyrode's on ice. For each sample, cells from multiple mice were pooled together. It took ~10 min to collect all the cells from three mice for one pooled sample. The cells were centrifuged and the Tyrode's solution was completely removed. The pelleted cells were stored at −80 ^o^C until the RNA was isolated.

### Library construction and sequencing for RNA-Seq

Total RNA was isolated using the Nucleospin RNA XS kit (Clontech, Mountain View, CA, USA) from the pooled samples of taste cells of 2 mo and 6-month-old mice at the same time. Triplicate samples of the isolated taste cells from 12-month-old mice (*n*=3 mice per replicate) were isolated and analyzed at a later date. One of the replicates of the 12 month samples was of lower quality so we did not do a full analysis of the 12 month samples. RNA samples for three replicate experiments (pooled taste cells isolated from 3 to 4 mice for each replicate experiment) per age group were quantified using Ribogreen Assay (Invitrogen, Carlsbad, CA, USA). The quality of samples was checked using Bioanalyzer 2100 RNA nano 6000 chip (Agilent, Santa Clara, CA, USA). The TruSeq RNA sample preparation kit (Illumina, San Diego, CA, USA) was used to prepare cDNA libraries from RNA samples. Samples were poly A selected to isolate mRNA, the mRNA was cleaved into fragments, the first strand reverse transcribed to cDNA using SuperScript II Reverse Transcriptase (Invitrogen) and random primers, followed by second strand cDNA synthesis using Second Strand Master Mix supplied with the kit. After end repair, the addition of a single ‘A' base, and ligation with adapters, the products were enriched and purified with PCR to create the final cDNA library as per manufacturer's protocol. cDNA libraries were quantified using Picogreen Assay (Invitrogen) and Library Quantification kit (Kapa Biosystems, Wilmington, MA). Agilent Bioanalyzer 2100 DNA 7500 chip is used to confirm the quality and size of the cDNA libraries. The cDNA libraries were then normalized, pooled and sequenced using the Illumina HiSeq2500 following the manufacturer's instructions at the UB Genomics and Bioinformatics Core Facility, Buffalo, NY, USA.^66, 67^

Raw sequencing reads (obtained from the six sets of mice taste cell RNA-Seq experiments (three for taste cells from 2-month-old mice and 3 for taste cells from 6 month old mice) were mapped to the *Mus musculus* genome (GRCm38/mm10 build) using TopHat (v2.0.7), with default parameters and Illumina's iGenomes transcript annotation file ‘genes.gtf' (from RefSeq; mm10) available at http://support.illumina.com/sequencing/sequencing_software/igenome.ilmn. This data set is available in the NCBI GEO database, accession number GSE85308. Gene isoform level transcript abundances were quantified as Fragments Per Kilobase of transcript per Million mapped reads (FPKM) using Cufflinks (v2.1.1). Differentially expressed genes information was calculated using Cuffdiff and the plots were visualized using CummeRbund package v. 2.0 (Boston, MA, USA).

### Tamoxifen treatment

The mutant (c-Fos-KO) and WT mice had similar growth and breeding behavior in the absence of any tamoxifen treatment. At the age of 6–8 weeks, c-Fos-KO and WT mice were administered tamoxifen (75 mg/Kg body weight) via intraperitoneal injection (using an IACUC approved procedure) once every 24 h for 6 consecutive days. Both the KO and the WT mice were monitored for any adverse effects. Mice were euthanized and tongues were collected either 7 or 14 days post injection.

### Immunohistochemistry

Immunohistochemical analysis was performed as previously described.^58, 68^ Antibodies were: anti-cleaved PARP (ab4830; 1:50), anti-c-Fos (ab7963; 1:50), anti-c-Jun (ab31419; 1:50), anti-AcH3 (ab1791; 1:200) from Abcam and anti-NTPdase2 (1:100).^69^ Secondary antibodies were purchased from Jackson ImmunoResearch (West Grove, PA, USA). Some experiments were performed with anti-c-Fos that had a fluorophore directly attached using the Mix-n-Stain CF Dye antibody labeling kit (Biotium, Hayward, CA, USA). The images were taken via LSCM and we have used single optical section to demonstrate double labeling as well as for cell counting analyses. Identical settings for laser intensity and brightness/contrast were used for comparative analysis between sections.

### RNA analysis

Taste buds/cells were isolated from individual mice. Each replicate consisted of isolated taste cells pooled from 2 to 3 mice. Three such pooled experimental replicates were used for the qRT-PCR analysis. Total RNA was prepared using the Nucleospin RNA XS kit (Clontech) and cDNA was prepared using the Bio-Rad cDNA synthesis kit (Hercules, CA, USA). Primers for RNA analysis are listed in Table 1. All experiments consisted of at least three biological repeats. Data for the qPCR was normalized to GAPDH and were plotted as average values with S.D.

## Figures and Tables

**Figure 1:**
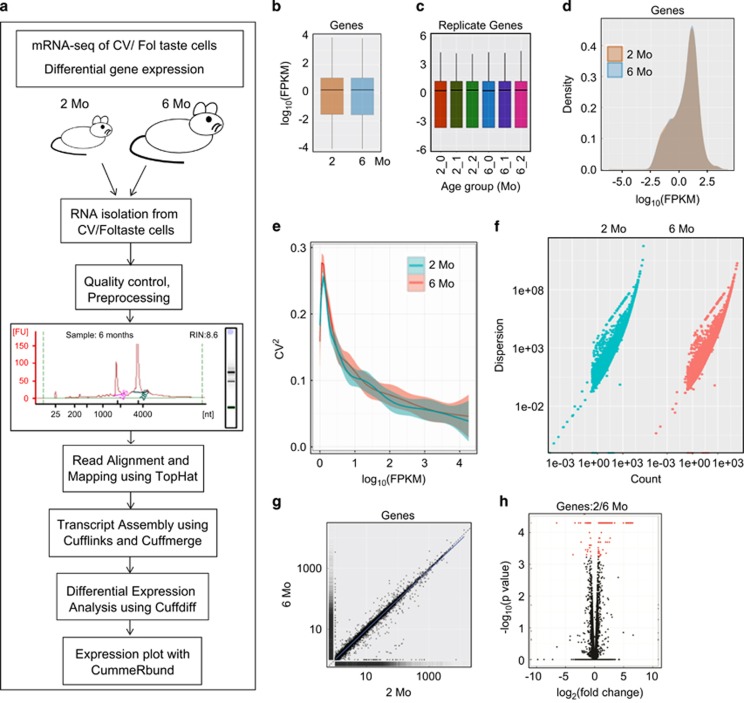
RNA-sequencing analysis of mouse CV/Fol taste cells from 2 and 6-month-old mice. (**a**) Schematic of RNA-sequencing workflow. Bioanalyzer profile of one of the RNA samples isolated from 6 month mice CV/Fol taste receptor cells. An RNA Integrity Number (RIN)⩾8 is recommended for RNA-sequencing library preparation. (**b**) Box plots of the expression RNA-seq read counts (FPKM) at the gene level and (**c**) the replicate genes level in CV/Fol taste cell RNA between 2 and 6-month-old mice taste cells. (**d**) Density plot shows the distribution of the FPKM values at the gene level in 2 and 6 month mice taste samples. (**e**) Variance of genes in 2 and 6-month-old mice taste samples. (**f**) Dispersion plots of 2 and 6-month-old mice taste samples. (**g**) Scatter plot shows differences in gene expression between 2 and 6-month-old mice taste cells. (**h**) Volcano plot identifying differentially expressed genes between 2 and 6-month-old mice taste samples (red is significant). Plots were generated using CummeRbund package v. 2.0

**Figure 2:**
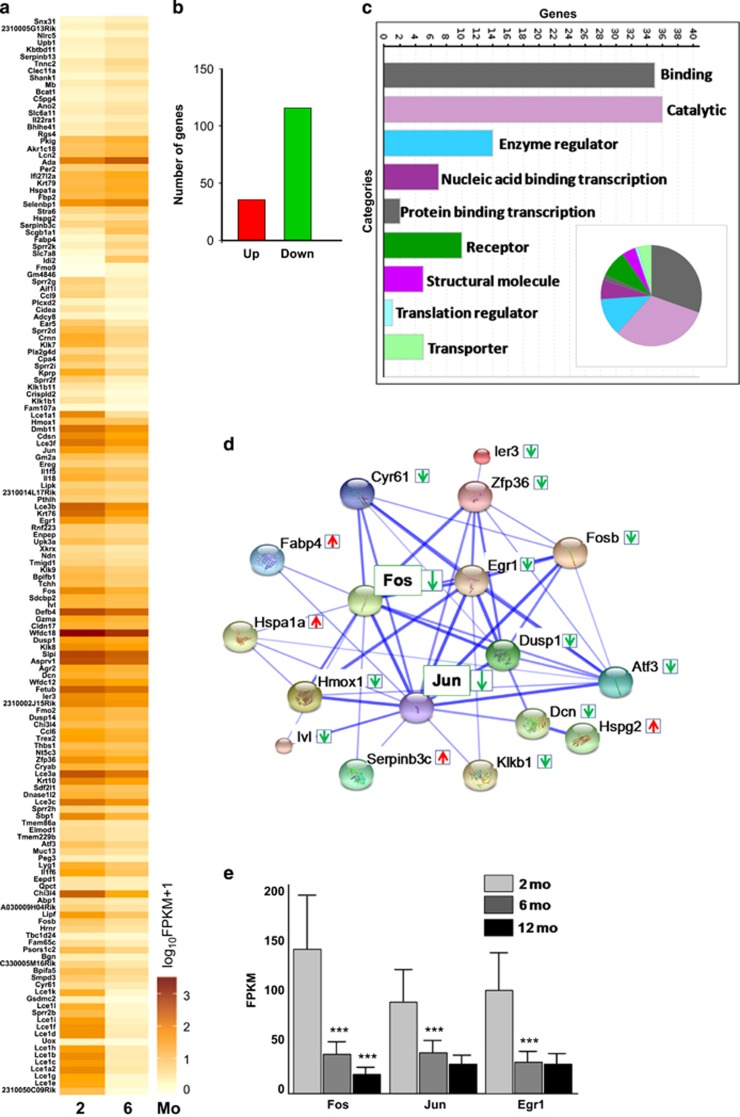
Multiple genes are differentially expressed in taste cells between 2 and 6 month age. (**a**) Heat map of differentially expressed genes in 2 and 6 month (Mo) mice taste cells. Higher expression is shown with darker color. (**b**) Plot shows the number of up- and downregulated genes in 6-month-old mouse taste cells. (**c**) Gene Ontology based classification of differentially expressed genes between 2 and 6 month mice. This analysis was performed using the Panther gene list analysis, molecular function. Bar graph depicts the number of genes associated with each functional category. The gene categories are also shown as pie chart (Inset). (**d**) String network analysis shows strong connections of AP1 transcription factors and potential target genes. The differentially expressed genes (see green/red arrows) in 6 month CV/Fol taste cells are shown in the ‘confidence view' of the string network analysis. Stronger associations are represented by thicker blue lines. (**e**) Relative FPKM values for c-Fos, c-Jun and Egr1 gene expression in 2, 6 and 12-month-old mice taste samples. Error bars denote s.d. of three independent experiments. c-Fos, 2–6 months (*P*<5.00E-05), 6–12 months (<5.00E-05), 2–12 months (<5.00E-05), c-Jun, 2–6 months (<5.00E-05), 6–12 months (NSD), 2–12 months (<5.00E-05), Egr1, 2–6 months (<5.00E-05), 6–12 months (NSD) 2–12 months (<5.00E-05). ***P<0.001

**Figure 3:**
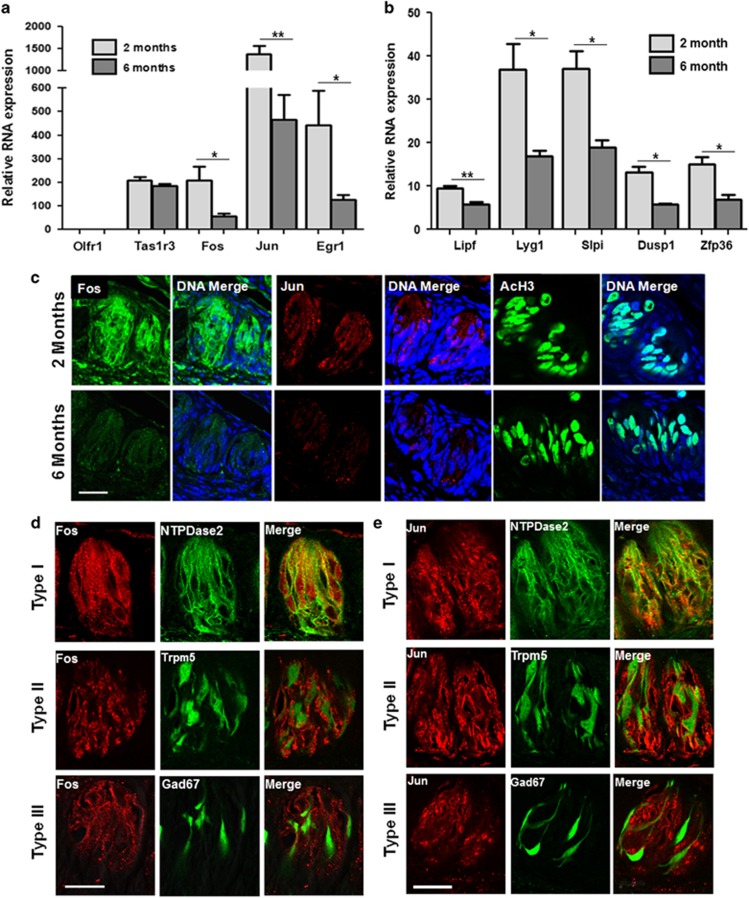
AP1 transcription factors downregulate in 6-month-old CV/Fol taste cells. (**a**) qRT-PCR analysis of the relative expression for different genes in CV/Fol taste cells from 2 and 6 month mice: c-Fos (*P*=0.033), c-Jun (*P*=0.0067), Egr1 (*P*=0.045). Taste cell receptor gene (Tas1r3, *P*>0.05), and olfactory gene (Olfr1, *P*>0.05). The olfactory-specific gene (Olfr1) is not expressed in taste cells and was used as a negative control. (**b**) qRT-PCR validation of selected genes: Lipf (*P*=0.0091), Lyg1 (*P*=0.0293), Slpi (*P*=0.0144), Dusp1 (*P*=0.011) and Zfp36 (*P*=0.0133) in 2 and 6 month mice. Statistical significance was determined using Student's *t* test. Error bars denote S.D. of three independent experiments. (**c**) Immunohistochemical analysis shows reduced labeling for c-Fos, c-Jun and acetylated histone H3 (AcH3) in CV taste bud in 6-month-old mouse compared with 2-month-old mice. Bar=20 *μ*M. (**d**) Localization of c-Fos (red) and type I (NTPdase2, green), type II (Trpm5-GFP) and type III (GAD67-GFP) markers in CV taste papillae from 2-month-old mice. Nuclei were labeled with DAPI (blue). (**e**) Similarly, the localization pattern of c-Jun and different taste cell type markers. Bar=20 *μ*M. *P<0.05; **P<0.01

**Figure 4:**
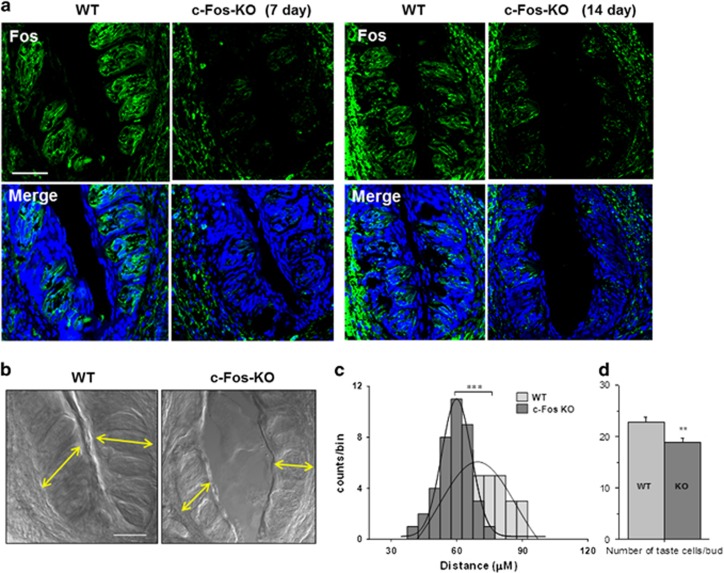
Loss of c-Fos alters of taste bud structure. (**a**) c-Fos expression is reduced by 7 and 14 days post-tamoxifen treatment in c-Fos-KO taste cells. Immunohistochemical analysis shows reduced labeling for c-Fos (green) in CV taste papillae from a tamoxifen-treated c-Fos-KO mice compared with control mice. Bar=50 *μ*M. (**b**) DIC image shows changes in the structural integrity of CV taste papillae in tamoxifen-treated c-Fos-KO mice after 14 days (right panel) compared with control mice (left panel). Bar=50 *μ*M. (**c**) A distribution histogram of distances between the base and the tip of individual CV taste buds (see yellow arrows in **b**). WT and c-Fos-KO distance distributions were significantly different at 95% confidence level (non parametric Mann–Whitney test; ***P=0.0001). (**d**) Analysis of the number of taste receptor cells/bud in c-Fos-KO mice found a significant reduction in the number of taste cells/bud compared with controls (**P<0.01, WT=14 buds; KO=15 buds)

**Figure 5:**
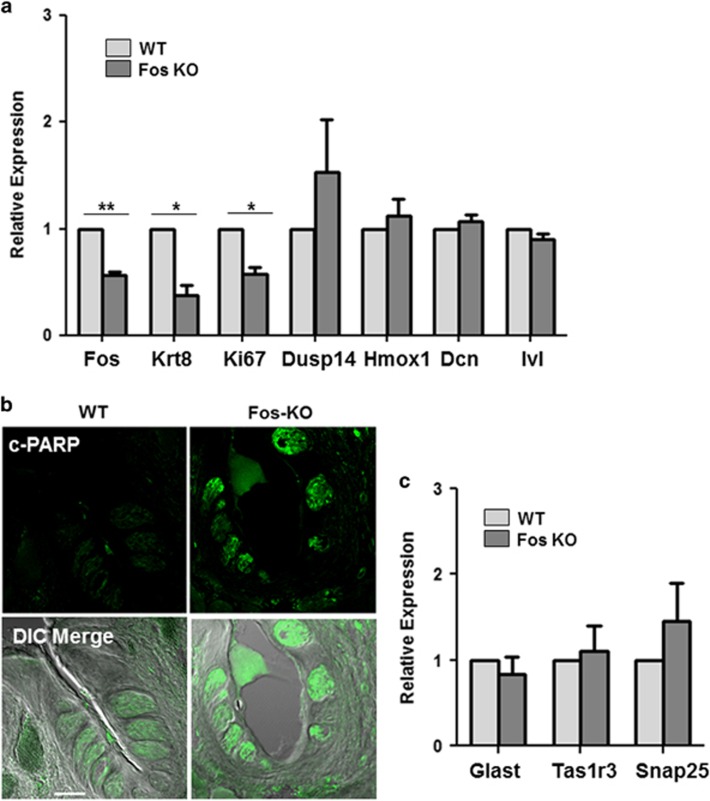
Loss of c-Fos results in reduced taste cell differentiation and increased apoptosis. (**a**) Relative expression of indicated genes: c-Fos (*P*=0.0056), Krt8 (*P*=0.0252), Ki67 (*P*=0.0202), Dusp14, Hmox1, Dcn and Ivl in CV/Fol taste cells from WT and c-Fos-KO mice. Statistical significance was determined using Student's *t* test. Error bars denote S.D. of three independent experiments. (**b**) Immunohistochemical analysis shows the expression level of cleaved-PARP in the CV taste cells of WT and c-Fos-KO mice, 14 days after tamoxifen treatment. (**c**) qRT-PCR analysis of taste cell type markers Glast (type I), Tas1R3 (type II) and Snap25 (type III). Error bars denote S.D. of three independent experiments. *P<0.05; **P<0.01

**Table 1:** Primers used for qRT-PCR analyses

*Gene name*	*Primer sequence 5′–3′*
mFos FP	GGTTTCAACGCCGACTACGA
mFos RP	GCGCAAAAGTCCTGTGTGTT
mJun FP	CGACCTTCTACGACGATGCC
mJun RP	AGAAGGTCCGAGTTCTTGGC
mEGR1FP	TGAGCATGACCAATCCTCCG
mEGR1RP	CAGGGATCATGGGAACCTGG
mTas1R3 FP	AGGCCACTCTCAACCAGAGA
mTas1R3 RP	GGGAGCAAGGCAGATCCATT
mOlfr1 FP	TGGCCAGCATCTTTCTTGTCC
mOlfr1 RP	CCAGAGCCCCCTTTATGTCTC
mLipf FP	CGAGGGAATACATGGTCCCG
mLipf RP	AAACCGATAGTGGTGCCCTG
mLyg1 FP	GCAGTTGGGGATGCTATGGA
mLyg1 RP	GGACTCCGCAATAGGTCAGG
mSlpi FP	AAGCCACAATGCCGTACTGA
mSlpi RP	CACACTGGTTTGCGAATGGG
mDusp1 FP	AGTGCCTATCACGCTTCTCG
mDusp1 RP	CCTCCACAGGGATGCTCTTG
mZfp36 FP	GGACCTACTCAGAAAGCGGG
mZfp36 RP	ACTTGTGGCAGAGTTCCGTT
mki67 FP	ATCCAGCTGCCTGTAGTGTC
mki67 RP	AGGCCCTTGGCATACACAAA
mKrt8 FP	CGGGGGATCCAACACTTTCA
mKrt8 RP	GCTTCCCATCTCGGGTTTCA
mSnap25 FP	TCGATCGTGTCGAAGAAGGC
mSnap25 RP	AGGCCACAGCATTTGCCTAA
mGlast FP	CTGGTAACCCGGAAGAACCC
mGlast RP	GGGGAGCACAAATCTGGTGA

## Abbreviations

AP1: Activator protein-1
CV: circumvallate
Dcn: Decorin
Dusp1: Dual specificity protein phosphatase 1
Dusp14: Dual specificity phosphatase 14
EGR1: Early growth response 1
Fol: Foliate
FPKM: Fragments per kilobase of transcript per million mapped reads
GAPDH: Glyceraldehyde phosphate dehydrogenase
Hmox1: Heme oxygenase 1
K14: Keratin 14
KO: Knockout
Lipf: Lipase F
Ivl: Involucrin
Lyg1: Lysozyme G-like 1
PARP-1: Poly (ADP-ribose) polymerase-1
qPCR: Quantitative polymerase chain reaction
RT-PCR: Reverse transcription polymerase chain reaction
Shh: Sonic hedgehog
Slpi: secretory leukocyte protease inhibitor
Wnt: Wingless-related integration site
WT: Wild type
Zfp36: Zinc-finger protein 36 homolog

## References

[bib1] Grando LJ, Mello AL, Salvato L, Brancher AP, Del Moral JA, Steffenello-Durigon G. Impact of leukemia and lymphoma chemotherapy on oral cavity and quality of life. Spec Care Dentist 2015 (doi:10.1111/scd.12113).10.1111/scd.1211325963973

[bib2] Roura E, Foster S, Winklebach A, Navarro M, Thomas W, Campbell K et al. Taste and hypertension in humans: targeting cardiovascular disease. Curr Pharm Des 2016; 22: 2290–2305.2688143710.2174/1381612822666160216151545

[bib3] Mukherjee N, Delay ER. Cyclophosphamide-induced disruption of umami taste functions and taste epithelium. Neuroscience 2011; 192: 732–745.2178289910.1016/j.neuroscience.2011.07.006

[bib4] Barlow LA, Klein OD. Developing and regenerating a sense of taste. Curr Top Dev Biol 2015; 111: 401–419.2566226710.1016/bs.ctdb.2014.11.012PMC4435577

[bib5] Liu HX, Ermilov A, Grachtchouk M, Li L, Gumucio DL, Dlugosz AA et al. Multiple Shh signaling centers participate in fungiform papilla and taste bud formation and maintenance. Dev Biol 2013; 382: 82–97.2391685010.1016/j.ydbio.2013.07.022PMC3968530

[bib6] Gaillard D, Barlow LA. Taste bud cells of adult mice are responsive to Wnt/beta-catenin signaling: implications for the renewal of mature taste cells. Genesis 2011; 49: 295–306.2132851910.1002/dvg.20731PMC3536498

[bib7] Iwatsuki K, Liu HX, Gronder A, Singer MA, Lane TF, Grosschedl R et al. Wnt signaling interacts with Shh to regulate taste papilla development. Proc Natl Acad Sci USA 2007; 104: 2253–2258.1728461010.1073/pnas.0607399104PMC1794217

[bib8] Hess J, Angel P, Schorpp-Kistner M. AP-1 subunits: quarrel and harmony among siblings. J Cell Sci 2004; 117: 5965–5973.1556437410.1242/jcs.01589

[bib9] Eckert RL, Adhikary G, Young CA, Jans R, Crish JF, Xu W et al. AP1 transcription factors in epidermal differentiation and skin cancer. J Skin Cancer 2013; 2013: 537028.2376256210.1155/2013/537028PMC3676924

[bib10] Mehic D, Bakiri L, Ghannadan M, Wagner EF, Tschachler E. Fos and jun proteins are specifically expressed during differentiation of human keratinocytes. J Invest Dermatol 2005; 124: 212–220.1565497610.1111/j.0022-202X.2004.23558.x

[bib11] Velazquez FN, Caputto BL, Boussin FD. c-Fos importance for brain development. Aging (Albany NY) 2015; 7: 1028–1029.2668450110.18632/aging.100862PMC4712328

[bib12] Lamprecht R, Dudai Y. Transient expression of c-Fos in rat amygdala during training is required for encoding conditioned taste aversion memory. Learn Mem 1996; 3: 31–41.1045607410.1101/lm.3.1.31

[bib13] Velazquez FN, Prucca CG, Etienne O, D'Astolfo DS, Silvestre DC, Boussin FD et al. Brain development is impaired in c-fos -/- mice. Oncotarget 2015; 6: 16883–16901.2614363910.18632/oncotarget.4527PMC4621926

[bib14] Smeyne RJ, Vendrell M, Hayward M, Baker SJ, Miao GG, Schilling K et al. Continuous c-fos expression precedes programmed cell death *in vivo*. Nature 1993; 363: 166–169.848350010.1038/363166a0

[bib15] Kalra N, Kumar V. c-Fos is a mediator of the c-myc-induced apoptotic signaling in serum-deprived hepatoma cells via the p38 mitogen-activated protein kinase pathway. J Biol Chem 2004; 279: 25313–25319.1507886910.1074/jbc.M400932200

[bib16] Feng P, Huang L, Wang H. Taste bud homeostasis in health, disease, and aging. Chem Senses 2014; 39: 3–16.2428755210.1093/chemse/bjt059PMC3864165

[bib17] Shin YK, Cong WN, Cai H, Kim W, Maudsley S, Egan JM et al. Age-related changes in mouse taste bud morphology, hormone expression, and taste responsivity. J Gerontol A Biol Sci Med Sci 2012; 67: 336–344.2205674010.1093/gerona/glr192PMC3410661

[bib18] Moore EM, RDt Forrest, Boehm SL 2nd. Genotype modulates age-related alterations in sensitivity to the aversive effects of ethanol: an eight inbred strain analysis of conditioned taste aversion. Genes Brain Behav 2013; 12: 70–77.2317134310.1111/gbb.12004PMC3553292

[bib19] Fukunaga A. [Age-related changes in renewal of taste bud cells and expression of taste cell-specific proteins in mice]. Kokubyo Gakkai Zasshi 2005; 72: 84–89.1585677610.5357/koubyou.71and72.84

[bib20] Fukunaga A, Uematsu H, Sugimoto K. Influences of aging on taste perception and oral somatic sensation. J Gerontol A Biol Sci Med Sci 2005; 60: 109–113.1574129210.1093/gerona/60.1.109

[bib21] Zeng Q, Kwan A, Oakley B. Gustatory innervation and bax-dependent caspase-2: participants in the life and death pathways of mouse taste receptor cells. J Comp Neurol 2000; 424: 640–650.1093148610.1002/1096-9861(20000904)424:4<640::aid-cne6>3.0.co;2-n

[bib22] Minatohara K, Akiyoshi M, Okuno H. Role of immediate-early genes in synaptic plasticity and neuronal ensembles underlying the memory trace. Front Mol Neurosci 2015; 8: 78.2677895510.3389/fnmol.2015.00078PMC4700275

[bib23] Sakai S, Ikematsu K, Matsuo A, Tsai CT, Nakasono I. Expression of C-fos, Fos-B, Fosl-1, Fosl-2, Dusp-1 and C-jun in the mouse heart after single and repeated chlorpromazine administrations. Leg Med 2010; 12: 284–288.10.1016/j.legalmed.2010.07.00520843724

[bib24] Barlow LA. Progress and renewal in gustation: new insights into taste bud development. Development 2015; 142: 3620–3629.2653498310.1242/dev.120394PMC4647210

[bib25] Finger TE, Simon SA. Cell Biology of taste epitheliumFinger TE, Silver WL, Restrepo D. The Neurobiology of Taste and Smell. Wiley-Liss: New York, 2000: 287–314.

[bib26] Lindemann B. Receptors and transduction in taste. Nature 2001; 413: 219–225.1155799110.1038/35093032

[bib27] Caputto BL, Cardozo Gizzi AM, Gil GA. c-Fos: an AP-1 transcription factor with an additional cytoplasmic, non-genomic lipid synthesis activation capacity. Biochim Biophys Acta 2014; 1841: 1241–1246.2488696110.1016/j.bbalip.2014.05.007

[bib28] Malnou CE, Salem T, Brockly F, Wodrich H, Piechaczyk M, Jariel-Encontre I. Heterodimerization with Jun family members regulates c-Fos nucleocytoplasmic traffic. J Biol Chem 2007; 282: 31046–31059.1768195110.1074/jbc.M702833200

[bib29] Okubo T, Clark C, Hogan BL. Cell lineage mapping of taste bud cells and keratinocytes in the mouse tongue and soft palate. Stem Cells 2009; 27: 442–450.1903878810.1634/stemcells.2008-0611PMC4337989

[bib30] Vasioukhin V, Degenstein L, Wise B, Fuchs E. The magical touch: genome targeting in epidermal stem cells induced by tamoxifen application to mouse skin. Proc Natl Acad Sci USA 1999; 96: 8551–8556.1041191310.1073/pnas.96.15.8551PMC17554

[bib31] Florin L, Hummerich L, Dittrich BT, Kokocinski F, Wrobel G, Gack S et al. Identification of novel AP-1 target genes in fibroblasts regulated during cutaneous wound healing. Oncogene 2004; 23: 7005–7017.1527372110.1038/sj.onc.1207938

[bib32] Gong P, Stewart D, Hu B, Vinson C, Alam J. Multiple basic-leucine zipper proteins regulate induction of the mouse heme oxygenase-1 gene by arsenite. Arch biochem biophys 2002; 405: 265–274.1222054110.1016/s0003-9861(02)00404-6

[bib33] Efimova T, Eckert RL. Regulation of human involucrin promoter activity by novel protein kinase C isoforms. J Biol Chem 2000; 275: 1601–1607.1063685110.1074/jbc.275.3.1601

[bib34] Malik AN, Vierbuchen T, Hemberg M, Rubin AA, Ling E, Couch CH et al. Genome-wide identification and characterization of functional neuronal activity-dependent enhancers. Nat Neurosci 2014; 17: 1330–1339.2519510210.1038/nn.3808PMC4297619

[bib35] Gaillard D, Xu M, Liu F, Millar SE, Barlow LA. β-Catenin signaling biases multipotent lingual epithelial progenitors to differentiate and acquire specific taste cell fates. PLoS Genet 2015; 11: e1005208.2602078910.1371/journal.pgen.1005208PMC4447363

[bib36] Scholzen T, Gerdes J. The Ki-67 protein: from the known and the unknown. J Cell Physiol 2000; 182: 311–322.1065359710.1002/(SICI)1097-4652(200003)182:3<311::AID-JCP1>3.0.CO;2-9

[bib37] Shaulian E, Karin M. AP-1 in cell proliferation and survival. Oncogene 2001; 20: 2390–2400.1140233510.1038/sj.onc.1204383

[bib38] Zhang J, Zhang D, McQuade JS, Behbehani M, Tsien JZ, Xu M. c-fos regulates neuronal excitability and survival. Nat Genet 2002; 30: 416–420.1192556810.1038/ng859

[bib39] Kaufmann SH, Desnoyers S, Ottaviano Y, Davidson NE, Poirier GG. Specific proteolytic cleavage of poly(ADP-ribose) polymerase: an early marker of chemotherapy-induced apoptosis. Cancer Res 1993; 53: 3976–3985.8358726

[bib40] Margolin N, Raybuck SA, Wilson KP, Chen W, Fox T, Gu Y et al. Substrate and inhibitor specificity of interleukin-1 beta-converting enzyme and related caspases. J Biol Chem 1997; 272: 7223–7228.905441810.1074/jbc.272.11.7223

[bib41] Chaitanya GV, Steven AJ, Babu PP. PARP-1 cleavage fragments: signatures of cell-death proteases in neurodegeneration. Cell Commun Signal 2010; 8: 31.2117616810.1186/1478-811X-8-31PMC3022541

[bib42] D'Amours D, Sallmann FR, Dixit VM, Poirier GG. Gain-of-function of poly(ADP-ribose) polymerase-1 upon cleavage by apoptotic proteases: implications for apoptosis. J Cell Sci 2001; 114: 3771–3778.1170752910.1242/jcs.114.20.3771

[bib43] Yamazaki H, Inoue T, Koizumi M, Yoshida K, Kagawa K, Shiomi H et al. Age as a prognostic factor for late local recurrence of early tongue cancer treated with brachytherapy. Anticancer Res 1997; 17: 4709–4712.9494593

[bib44] Toualbi K, Guller MC, Mauriz JL, Labalette C, Buendia MA, Mauviel A et al. Physical and functional cooperation between AP-1 and beta-catenin for the regulation of TCF-dependent genes. Oncogene 2007; 26: 3492–3502.1714643610.1038/sj.onc.1210133

[bib45] Hwang SG, Yu SS, Lee SW, Chun JS. Wnt-3a regulates chondrocyte differentiation via c-Jun/AP-1 pathway. FEBS Lett 2005; 579: 4837–4842.1609945810.1016/j.febslet.2005.07.067

[bib46] Wang H, Zhou M, Brand J, Huang L. Inflammation and taste disorders: mechanisms in taste buds. Ann N Y Acad Sci 2009; 1170: 596–603.1968619910.1111/j.1749-6632.2009.04480.xPMC2729510

[bib47] Wang H, Zhou M, Brand J, Huang L. Inflammation activates the interferon signaling pathways in taste bud cells. J Neurosci 2007; 27: 10703–10713.1791390410.1523/JNEUROSCI.3102-07.2007PMC2096741

[bib48] Li J, Chen K, Yan J, Wang Q, Zhao X, Yang X et al. Increased sucrose intake and corresponding c-Fos in amygdala and parabrachial nucleus of dietary obese rats. Neurosci Lett 2012; 525: 111–116.2288464210.1016/j.neulet.2012.07.053

[bib49] Hadamitzky M, Bosche K, Engler A, Schedlowski M, Engler H. Extinction of conditioned taste aversion is related to the aversion strength and associated with c-fos expression in the insular cortex. Neuroscience 2015; 303: 34–41.2612692410.1016/j.neuroscience.2015.06.040

[bib50] Lin JY, Roman C, Arthurs J, Reilly S. Taste neophobia and c-Fos expression in the rat brain. Brain Res 2012; 1448: 82–88.2240568910.1016/j.brainres.2012.02.013PMC3313599

[bib51] Koh MT, Wilkins EE, Bernstein IL. Novel tastes elevate c-fos expression in the central amygdala and insular cortex: implication for taste aversion learning. Behav Neurosci 2003; 117: 1416–1422.1467485910.1037/0735-7044.117.6.1416

[bib52] Yasoshima Y, Sako N, Senba E, Yamamoto T. Acute suppression, but not chronic genetic deficiency, of c-fos gene expression impairs long-term memory in aversive taste learning. Proc Natl Acad Sci USA 2006; 103: 7106–7111.1663629210.1073/pnas.0600869103PMC1459025

[bib53] Curtis BJ, Radek KA. Cholinergic regulation of keratinocyte innate immunity and permeability barrier integrity: new perspectives in epidermal immunity and disease. J Invest Dermatol 2012; 132: 28–42.2191853610.1038/jid.2011.264PMC4648359

[bib54] Pumplin DW, Yu C, Smith DV. Light and dark cells of rat vallate taste buds are morphologically distinct cell types. J Comp Neurol 1997; 378: 389–410.903489910.1002/(sici)1096-9861(19970217)378:3<389::aid-cne7>3.0.co;2-#

[bib55] Lawton DM, Furness DN, Lindemann B, Hackney CM. Localization of the glutamate-aspartate transporter, GLAST, in rat taste buds. Eur J Neurosci 2000; 12: 3163–3171.1099810010.1046/j.1460-9568.2000.00207.x

[bib56] Bartel DL, Sullivan SL, Lavoie EG, Sevigny J, Finger TE. Nucleoside triphosphate diphosphohydrolase-2 is the ecto-ATPase of type I cells in taste buds. J Comp Neurol 2006; 497: 1–12.1668078010.1002/cne.20954PMC2212711

[bib57] Vandenbeuch A, Clapp TR, Kinnamon SC. Amiloride-sensitive channels in type I fungiform taste cells in mouse. BMC Neurosci 2008; 9: 1.1817146810.1186/1471-2202-9-1PMC2235881

[bib58] Gao Y, Toska E, Denmon D, Roberts SG, Medler KF. WT1 regulates the development of the posterior taste field. Development 2014; 141: 2271–2278.2480358810.1242/dev.105676PMC4034425

[bib59] Hacker K, Laskowski A, Feng L, Restrepo D, Medler K. Evidence for two populations of bitter responsive taste cells in mice. J Neurophysiol 2008; 99: 1503–1514.1819981910.1152/jn.00892.2007

[bib60] Maliphol AB, Garth DJ, Medler KF. Diet-induced obesity reduces the responsiveness of the peripheral taste receptor cells. PLoS One 2013; 8: e79403.2423612910.1371/journal.pone.0079403PMC3827352

[bib61] Rebello MR, Maliphol AB, Medler KF. Ryanodine receptors selectively interact with L type calcium channels in mouse taste cells. PLoS One 2013; 8: e68174.2382637610.1371/journal.pone.0068174PMC3694925

[bib62] Rebello MR, Medler KF. Ryanodine receptors selectively contribute to the formation of taste-evoked calcium signals in mouse taste cells. Eur J Neurosci 2010; 32: 1825–1835.2095547410.1111/j.1460-9568.2010.07463.xPMC2994989

[bib63] Szebenyi SA, Laskowski AI, Medler KF. Sodium/calcium exchangers selectively regulate calcium signaling in mouse taste receptor cells. J Neurophysiol 2010; 104: 529–538.2046320310.1152/jn.00118.2010PMC2904227

[bib64] Laskowski AI, Medler KF. Sodium-calcium exchangers contribute to the regulation of cytosolic calcium levels in mouse taste cells. J Physiol 2009; 587: 4077–4089.1958138110.1113/jphysiol.2009.173567PMC2756439

[bib65] Hacker K, Medler KF. Mitochondrial calcium buffering contributes to the maintenance of Basal calcium levels in mouse taste cells. J Neurophysiol 2008; 100: 2177–2191.1868490210.1152/jn.90534.2008PMC2576209

[bib66] Tsompana M, Valiyaparambil S, Bard J, Marzullo B, Nowak N, Buck MJ. An automated method for efficient, accurate and reproducible construction of RNA-seq libraries. BMC Res Notes 2015; 8: 124.2587988110.1186/s13104-015-1089-9PMC4391147

[bib67] Sapkota D, Chintala H, Wu F, Fliesler SJ, Hu Z, Mu X. Onecut1 and Onecut2 redundantly regulate early retinal cell fates during development. Proc Natl Acad Sci USA 2014; 111: E4086–E4095.2522877310.1073/pnas.1405354111PMC4191802

[bib68] Starostik MR, Rebello MR, Cotter KA, Kulik A, Medler KF. Expression of GABAergic receptors in mouse taste receptor cells. PLoS One 2010; 5: e13639.2104902210.1371/journal.pone.0013639PMC2964312

[bib69] Sevigny J, Sundberg C, Braun N, Guckelberger O, Csizmadia E, Qawi I et al. Differential catalytic properties and vascular topography of murine nucleoside triphosphate diphosphohydrolase 1 (NTPDase1) and NTPDase2 have implications for thromboregulation. Blood 2002; 99: 2801–2809.1192976910.1182/blood.v99.8.2801

How the deposited data were processed for this re-analysis (not part of the article)

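RNA of CV/Fol taste cells was sequenced from 3 pools of 4 mice at 2 months and 3 pools of 3 mice at 6 months. The authors mapped the reads to GRCm38/mm10 with TopHat, quantified RefSeq genes with Cufflinks and compared the 2 ages with Cuffdiff. They deposited a table of 23361 genes with 1 FPKM value per age, and each FPKM value is the authors' estimate over the 3 libraries of that age. The authors also deposited a p-value for each gene from their comparison, without adjustment. The library normalization of Cuffdiff is not named in the paper's text. The 6 month column was recognised by the group letter of the sample titles.

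Values of single libraries were not used here. No model was therefore fitted to replicates, no replicate was left out, and the design laid down for this case was followed, which takes the authors' values and their comparison as the authors'. The depth of each library is unknown, because FPKM does not carry it and the lowest values are fractional assignments of reads. 

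Changes were computed as the difference of log2(FPKM + 1), 6 against 2 months. A gene was counted as expressed at a mean of at least 1 FPKM, and 12652 genes were. The authors' p-values were adjusted by the Benjamini-Hochberg method over the 12542 expressed genes with a p-value under 1, with a threshold of 0.05. The genes with a p-value of 1, which were 110 of the expressed genes and 9741 of all genes, were left out as not tested. This was chosen after the counts with and without them had been seen. The file has no adjusted values of the authors, so the counts given here are not the authors' calls.

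Gene lists were written before the data were examined, except for the subsets of lists, the bitter receptor genes and the Y-linked genes. The cornification and immediate early lists followed claims the paper made from the same libraries, so their medians are not independent of those claims. The median log2 change of each of 35 lists was set against 10000 random lists of the same size, drawn within 20 bins of mean expression, and against lists drawn within 5 bins of expression, 4 of transcript length and 4 of GC content. The random lists describe these libraries, since genes are not replicates. Length and GC content were those of the longest transcript in GENCODE annotation of GRCm38, to which 98.1% of the genes were matched by symbol or older symbol. Genes named in the text are those the paper names and the 5 largest changes in each direction among expressed genes past the threshold. Other genes named in the passages or the closing section were chosen after their values were seen. The table has 27 gene names that a spreadsheet turned into dates, and these were not resolved.

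The adjustment and the random lists were tested on simulated data. Among 12652 simulated genes of which 200 were changed, 198 changed and 13 unchanged genes were called. Of 100 lists of 30 genes shifted by 0.4 on the log2 scale, 100 had a median that a share of under 0.05 of the random lists reached, and 6 of 100 unshifted lists had one. A count of 0 among the random lists was not tested on simulated data. The simulation gave unchanged genes evenly spread p-values and each gene an independent change. It therefore does not cover genes that change together, shorter lists or the uneven p-values of the real data. Alternatives were no filter, a mean of at least 5 FPKM, a threshold of 0.01, a change of at least 2-fold, a pseudocount of 0.1, scaling to the same upper quartile and shorter or longer gene lists. Calculations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.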

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

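The tests of time of day, of the share of male mice and of underlying tissue were chosen only after the results had been seen. The genes below lie outside those the paper discusses, and their changes were set against random lists of genes in place of control samples. The single genes named here were chosen after their values had been seen.

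Circadian clock genes were higher at 6 months, with a median log2 change of 0.37 over 16 genes, of which 13 were higher. Per2 (0.57) and Bhlhe41 (0.72) passed the threshold over all genes, and 5 genes passed when adjusted over the list alone. Of 10000 random lists matched on expression, length and GC content, 0 had a median as high, which goes against transcript length and GC content as the source. The activator genes Arntl, Npas2 and Clock had a median of -0.28. Of these 3, 0 passed the threshold. Arntl had a log2 change of -0.36 and Npas2 of -0.28, with p-values of 0.0382 and 0.0713 in the authors' deposited table, while Clock had 0.02 with a p-value of 0.907 in that table. A movement against the other clock genes thus rests on Arntl and Npas2. Tissue taken at another time of day may give such a movement, and a change of the clock with age may give it too, so the pattern cannot be told apart from a difference in the hour of collection. The paper's text does not name that hour.

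Y-linked genes were higher at 6 months, with a median log2 change of 0.64. Ddx3y, Eif2s3y, Kdm5d and Uty were 1.71 to 1.84 times as high as at 2 months. Of the 4, 0 passed the threshold over all genes, although all 4 had p-values under 0.05 in the authors' deposited table and all 4 passed when adjusted over the list alone. Of the random lists matched on expression, length and GC content, 0 had a median as high. Xist, which is transcribed in female cells, had a log2 change of -0.39, with a p-value of 0.173 in the authors' deposited table. The directions are in line with a larger share of male mice in the 6 month pools, which held 9 mice against 12, and Xist alone does not separate the ages. The paper's text does not name the sex of the mice. If the share differed, age and sex cannot be told apart for genes that differ between the sexes. No biological explanation was tested.

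Skeletal muscle genes were higher at 6 months, with a median log2 change of 0.72 over 8 genes, all of them higher. Tnnc2 (1.07) and Mb (0.90) passed the threshold. Of the random lists, 0 had a median as high when matched on expression, which goes against an upward drift of weakly expressed genes, and 0 when length and GC content were matched as well. Muscle carried over with the epithelium is a candidate explanation. Fibroblast genes, which more underlying tissue of every kind would raise, had a median of -0.33, but muscle alone could still have been carried over, so the pattern cannot be told apart from it.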

How the results depend on the processing

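No paired analysis was possible because the table has no value per sample. For the same reason the fits without each replicate in turn and the other splits of the samples were not run. The pseudocount and the scaling cannot move a count that rests on the authors' p-values, so they were not run for the number of genes past the threshold or for the taste cell markers, and the pseudocount was not run for the share of lower genes. The treatment of genes with a p-value of 1 was varied after the data had been seen, as were the pseudocount and the scaling for the named genes other than Fos, Jun, Fosb and Egr1. The other alternatives were set before the data were examined.

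The number of genes past the threshold was 143, and 153 without a filter, 103 at a mean of at least 5 FPKM, 103 at a threshold of 0.01 and 132 without a filter when genes with a p-value of 1 were kept. Requiring a change of at least 2-fold on the log2(FPKM + 1) scale gave 71. The share of lower genes rose from 76.2% to 86.4% at a mean of at least 5 FPKM and to 90.1% with the 2-fold requirement. Of the network genes, 16 had the direction of Figure 2d and 7 with the 2-fold requirement on the same scale. The number of olfactory receptor genes detected was 5, with 11 at 0.1 FPKM or more and 62 at any value above 0. These counts follow from the thresholds themselves.

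A pseudocount cannot change the direction of a single gene, and upper quartile scaling shifted the named genes other than Fos, Jun, Fosb and Egr1 by at most 0.04, so neither is a test of the direction of a gene with a larger change. The log2 changes of Fos, Jun, Fosb and Egr1 moved to -1.90, -1.17, -1.62 and -1.68 with a pseudocount of 0.1 and to -1.83, -1.11, -1.41 and -1.61 with upper quartile scaling. Over the alternatives listed for the processing, the median of the cornification genes lay between -1.08 and -0.58. That of the immediate early genes lay between -0.44 and -0.26. In each of these alternatives, 0 of 10000 random lists had a median as low. The cornification list without the Lce and Sprr genes, a separate test given under Other observations, had a median of -0.45, outside that range. The immediate early value of -0.26 is that without Fos, Fosb, Jun and Egr1. The median of all expressed genes stayed within 0.1 of its value. Of 76 other named genes, 1 changed direction with upper quartile scaling. That was Axin2, a Wnt target chosen after its values had been seen, whose log2 change went from -0.01 to 0.029. The depth of the libraries is unknown, so it cannot be said which weakly expressed genes it limits.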

Differences from the paper's values

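None of the values compared with the paper's differed by more than 1.5 times under the settings described first. The paper's count of genes with different expression is 152, against 143 here. Without a filter on expression the count was 153, and no setting that was run gave the paper's number.

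The paper's network draws Klkb1 as lower at 6 months. Here it had 0.0116 FPKM at 2 months and 0.0126 FPKM at 6 months, and its p-value in the authors' deposited table was 1. No alternative that was run called it. The heat map names Klk1b1, another gene, which went from 3.59 to 0.620 FPKM, and it was picked out after its values had been seen. The paper states that olfactory receptors were absent. Here 5 olfactory receptor genes had a mean of at least 1 FPKM, among them the pseudogenes Olfr856-ps1 and Olfr1372-ps1, the latter overlapping Gm26551. The heat map includes 10 genes that had a mean under 1 FPKM and were not tested under that filter, and without the filter they passed. One name of the heat map, Sbp1, is not in the table, and Sbpl, which is in it and passed the threshold, was counted in its place. With Sbpl so counted, 1 gene past the threshold without the filter, Chi3l1, is not among the names that were read. The heat map prints the name Chi3l4 more than once, so it is open whether Chi3l1 was among the authors' calls. Sbpl, Chi3l1 and Chi3l4 were picked out after their values had been seen.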

Other observations

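The tests of cell stress, of surrounding epithelium and of failed estimates were chosen only after the results had been seen. In all, 35 gene lists were compared with random lists, and a few low counts are given by chance alone.

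Immediate early genes as a class were lower at 6 months. Length and GC content were tested as a source, and 0 of 10000 random lists matched on both had a median as low. Handling of tissue is another candidate explanation, since these genes respond to dissociation. The pools held 4 mice at 2 months and 3 at 6 months, so the length of handling may have differed with age. The paper's text gives a collection time only for pools of 3 mice. If the 6 month cells had been less stressed, heat shock and stress genes would be lower too. Their median was -0.11, and 1465 of 10000 lists matched on expression had a median as low, but 422 did when length and GC content were matched as well. The answer depends on the matching, so the pattern cannot be told apart from a difference in handling. Hspa1a was higher at 6 months and passed the threshold. Among AP1 genes chosen after their values had been seen, Junb had a log2 change of -0.54 (adjusted p-value 0.168 by the Benjamini-Hochberg method), while Jund (-0.07) and Fosl2 (0.02) changed little.

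Cornification genes were lower at 6 months, and 0 random lists matched on length and GC content had a median as low. Reads shared between copies of the Lce and Sprr genes were tested by leaving both families out, after which 0 of 10000 lists were as low as the remaining genes, with a median of -0.45. Less surrounding epithelium of every layer would lower basal epithelial genes, and 9937 random lists matched on expression and 8578 matched on length and GC content as well had a median as low as theirs, which was 0.07. Suprabasal genes of the lingual epithelium had a median of -0.06 over 18 genes, among them Krt4 and Krt6a, which are listed at 0 in one age and have no usable change. Of the other 16, 0 passed the threshold and 0 had a p-value under 0.05. With Krt4 and Krt6a counted, 8276 lists matched on expression and 4167 matched on length and GC content as well had a median as low. A smaller share of cells of the outermost layer in the 6 month pools was not tested apart from a change within cells, so the pattern cannot be told apart from it, and a decline with age is a hypothesis.

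Krt4 was listed at 0 at 6 months and at 7334 FPKM at 2 months, Krt6a at 0 at 2 months and at 3391 FPKM at 6 months, and Krt13 at 0 in both. The p-values of Krt4 and Krt6a in the authors' deposited table were both 1, which is consistent with a failed estimate in the quantification of highly expressed genes. No fold change is given for these keratins, and no biological explanation was tested. They were picked out after their values had been seen, as were Krt5, Krt14 and Krt17. Krt5 was at 2180 FPKM at 2 months, Krt14 at 1287 FPKM and Krt17 at 8822 FPKM, against 29.1 FPKM for Trpm5.

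Salivary gland genes had a median log2 change of -0.58 over 11 genes, of which 10 were lower and 5 passed the threshold. Adjusted over the list alone, 9 of the 13 genes tested without the filter on expression passed. Lipf is one of them. Of 10000 random lists, 0 had a median as low. A difference in gland tissue between the pools was not tested. Bitter receptor genes, a list made after the data had been seen, had a median of -0.19, with 25 of 30 lower, and 32 of 10000 lists matched on expression, length and GC content were as low. Of these, 0 passed the threshold and 1 had a p-value under 0.05. Proliferation genes had a median of 0.10, and 14 of 10000 lists matched on expression and 2 matched on length and GC content as well had a median as high. Of the 20 genes, 14 were higher, with 0 past the threshold and 1 with a p-value under 0.05. Krt8 had a log2 change of -0.25 and Mki67 of 0.14, with p-values of 0.189 and 0.348 in the authors' deposited table. Targets of Wnt signaling had a median of -0.01 over 13 genes. Of these, 0 passed the threshold over all genes, 1 passed when adjusted over the list alone and 1 had a p-value under 0.05.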
